A study of Rattus norvegicus with 23 samples. Its data were reported in "Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies" (2019).

How the data were processed

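The analysis used the 23 liver samples whose array values the authors deposited in log2 units. Each sample came from the left lateral lobe of the liver of a separate male Sprague Dawley rat that had been given a compound or a vehicle by oral gavage. The titles of the 3 corn oil samples at 5 ml/kg begin with different animal numbers but end in the same one; the leading numbers were taken as the animals, so the count of 3 rats in that group rests on this reading. RNA was labelled with biotin and hybridised in a single colour to an Affymetrix rat genome array. The authors had processed the arrays with robust multichip averaging (RMA) in Array Studio before deposition. The deposited file held 31099 probe sets, of which 57 were Affymetrix controls, and no background correction, scaling or transformation was added to the log2 values in the tests described first. There were 0 missing values. The log2 values ran from 4.65 to 15.99, and the medians of the samples from 8.95 to 9.02. Gene values from sequencing and carbon tetrachloride samples were not analysed here.

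The samples came from 3 in-life studies with 8 groups. Alpha-naphthylisothiocyanate (ANIT, 100 mg/kg) had its own corn oil group at 5 ml/kg. Acetaminophen (APAP, 1000 mg/kg) was matched to corn oil at 2 ml/kg, and diclofenac (DCLF, 10 mg/kg) to water at 10 ml/kg, both within a single in-life study. Methylenedianiline (MDA, 100 mg/kg) was matched to 35% ethanol at 2 ml/kg. Every group held 3 animals except water, which held 2. Each compound was compared with the vehicle of its own study only, so a difference between studies does not enter the comparison. No paired analysis was possible because the animals of a compound and its vehicle were different rats and the replicate numbers only follow the order of the samples.

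Probe sets were tied to genes through the platform annotation supplied with the values, and gene names were read from a rat name table (assembly GRCr8), used for names only. Of the 31042 probe sets tested, 20826 carried a single gene, 436 carried several and 9780 had no gene name here. Of those with a single gene, 20758 were found by gene identifier in the name table and 68 were not. For gene counts and gene lists, each of 14217 genes was represented by the probe set with the highest mean over the 23 samples among those naming that gene alone.

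Tests were run in R 4.3.3 with limma 3.58.1. For each comparison only the groups compared entered a linear model, probe set variances were moderated by empirical Bayes, p-values were two-sided, and the Benjamini-Hochberg adjustment ran over all probe sets without the Affymetrix controls. A probe set was called when its adjusted p was under 0.05 and its fold change was over 1.5 in either direction. The planned comparisons were the 4 compounds against their vehicles, corn oil at 2 ml/kg against water, and 2 differences between effects, ANIT minus MDA and APAP minus DCLF, each taken over the 4 groups concerned. An adjusted p given with a gene comes from limma, and an error given with a log2 change is its standard error from the same model. With 3 samples against 3 the smallest exact p of a rank test is 0.1, and with 3 against 2 it is 0.2, so no such test could pass and none was used. The two-sided t-test named in the study's methods was run as an alternative, here with equal variances, with an unadjusted p under 0.01 and a fold change over 1.5, and again with the adjusted p; it is called the methods' t-test below.

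The test was tested on simulated data with the spread of each comparison and 100 changed probe sets at each of 2 sizes. A change of 2-fold was called for 85% of them in the ANIT design, 82% for MDA, 90% for APAP, 69% for DCLF, 76% for corn oil against water, 62% for ANIT minus MDA and 74% for APAP minus DCLF. A change of 4-fold was called for 94% to 100%. False calls numbered 1 to 11.

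Gene lists, 32 in number, were written before the values were seen. They covered NRF2 targets, glutathione S-transferases, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation and PPAR alpha targets, bile acid synthesis, hepatocyte bile acid and anion transporters, cytochrome P450 of families 1 to 3, AhR targets, amino acid catabolism and urea cycle, gluconeogenesis and glucose handling, male-predominant and female-predominant liver genes, acute phase proteins, ER stress and integrated stress response, heat shock response, p53 targets and DNA damage, cell cycle, interferon response, prostaglandin and leukotriene synthesis, cytoplasmic ribosomal proteins, circadian clock and immediate early genes. Markers were listed for hepatocytes, cholangiocytes and ductular cells, neutrophils, monocytes and macrophages, lymphocytes, stellate cells with fibroblasts and matrix, endothelium, erythroid cells and pancreatic acinar cells. The shift of a list was tested with camera from limma at its preset correlation between genes of 0.01, adjusted over the lists of a comparison. Members called were counted over all probe sets and again with p-values adjusted over the list alone. Camera with the correlation estimated from the data, and fry, were alternatives. With 3 to 8 residual degrees of freedom in each model the estimated correlation is itself imprecise, and few lists passed with it. A list could lose its call without a high estimated correlation. Male-predominant genes in MDA livers had an estimated correlation of -0.000364, under the preset 0.01, yet the camera p rose from 5.51e-07 to 0.00628. A lost call with this setting therefore does not show that correlation between genes accounts for a shift.

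Named genes followed a rule fixed in advance. Per comparison these were the 10 largest rises and the 10 largest falls among called genes whose treated samples all lay above or all below the controls. Up to 4 called members of each list by size were added. A fixed set of genes was taken whatever their result (among them Cyp7a1, Abcb11, Slc10a1, Hmox1, Nqo1, Gclc, Cyp1a1, Cyp2c11, A2m, Krt19, Cdk1 and Cdkn1a). The named genes entered the alternatives, but not all of them are printed below. Those left out include Nrep for ANIT, Cib2 and Sult1c2 for MDA, and Ncald, Slc1a2 and Wsb1 for APAP. Some of the fixed set are also left out for MDA and DCLF, such as Cdkn1a and Krt19. Where fewer than 5 probe sets were called, the 5 genes with the smallest p are given as values. Some further list members are given where they complete a group.

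Alternatives fixed before the values were seen were quantile normalization, median centring, all 8 groups in a single model, removal of the dimmer probe sets, a variance prior with intensity trend and robust estimation, sample weights, other thresholds, the methods' t-test, the mean of all probe sets of a gene, both vehicle groups of the shared study as controls, and leaving out each sample in turn. A covariate for the hybridisation controls was added after the values had been seen. Correlations between compounds were taken across genes, which are not independent replicates, and carry no p-value. Principal components used centred log2 values of all tested probe sets. The random seed was 20190122.

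Whole liver tissue was measured, so a change in a transcript can come from regulation or from a change in the cells present. Compound, vehicle and study vary together between the 3 studies, and a difference between ANIT and MDA also spans studies. The groups of 3 limit precision, and those against 2 water samples more so.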

Results

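Liver transcripts of rats given 1 of 4 hepatotoxicants or 1 of 4 vehicles were measured on 23 arrays, with 3 animals in each group and 2 in the water group. The small number of arrays limits the precision of every comparison below. All log2 changes are for a compound against its own vehicle, with the standard error after each value.

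ANIT and MDA samples stood apart from all others. In a principal component analysis of all 23 samples the first component held 37.6% of the variance and the second 10%. ANIT samples scored 37.92 to 42.35 and MDA samples 38.7 to 44.6 on the first component, while the other groups lay between -21.6 and -9.36. The second component parted ANIT (-23.8 to -20.7) from MDA (18.0 to 25.0). Among the samples of APAP, DCLF and their vehicles the first component held 24.4%, and APAP samples (14.7 to 26.9) stood apart from the rest (-11.1 to -3.69). Samples of a group correlated at 0.987 to 0.995 across probe sets, which are not independent replicates.

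**Figure D1:**
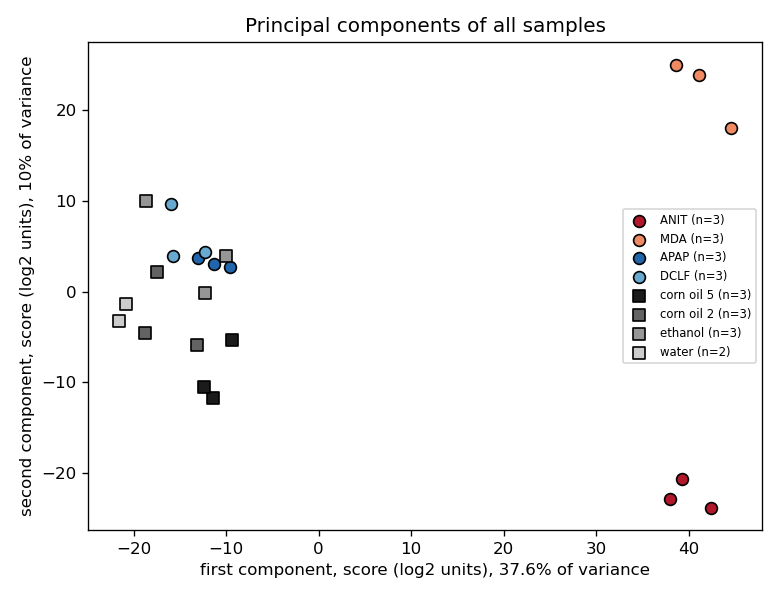
Scores of the 23 samples on the first (37.6%) and second (10%) principal components, coloured by group.

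Limma called 1671 probe sets in ANIT livers (816 higher, 855 lower), 2179 in MDA livers (1006 higher, 1173 lower), 65 in APAP livers (43 higher, 22 lower) and 0 in DCLF livers. In genes these were 1026 for ANIT (546 higher, 480 lower), 1298 for MDA (697 higher, 601 lower) and 46 for APAP (34 higher, 12 lower). With the methods' t-test at an unadjusted threshold the gene counts were 826 for ANIT (437 higher, 389 lower), 1054 for MDA (564 higher, 490 lower), 87 for APAP (53 higher, 34 lower) and 17 for DCLF (3 higher, 14 lower). Fold changes of called probe sets spanned 41.1-fold higher (Lcn2) to 40.2-fold lower (Car3) for ANIT, 15.8-fold higher (Tsx) to 15.1-fold lower (a probe set without a gene name) for MDA, and 20.4-fold higher (Gsta3) to 6.33-fold lower (Hbb) for APAP.

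**Figure D2:**
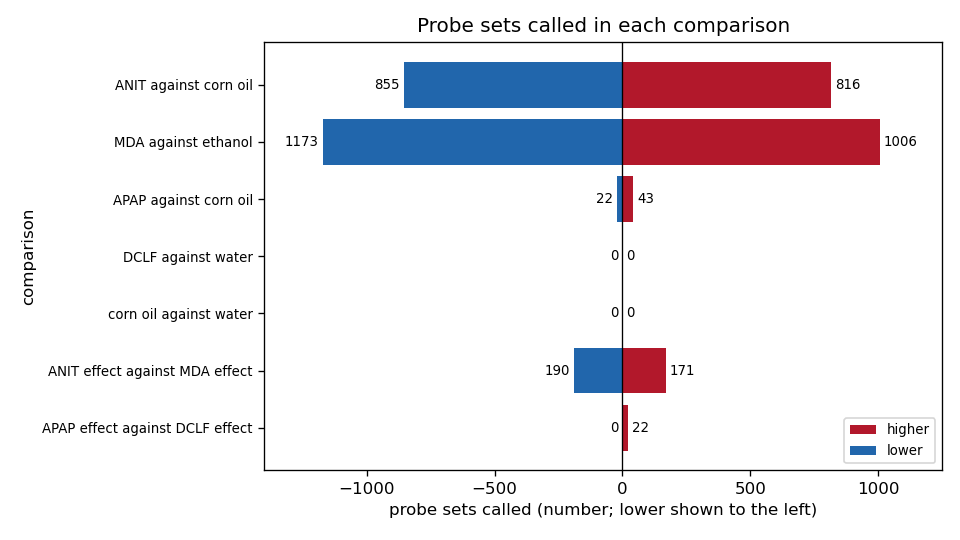
Probe sets called higher and lower in each comparison, from 1671 for ANIT and 2179 for MDA to 0 for DCLF; n = 3 per group, 2 for water.

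In ANIT livers most of the cell cycle and sterol synthesis genes measured rose, and most of those for burning fat and for the male pattern of liver expression fell, although none of these lists passed camera with an estimated correlation between genes. The enzyme that starts bile acid synthesis rose, while the main bile acid uptake carrier fell.

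The largest rise was in Lcn2, a secreted iron-carrier protein of the acute response (5.36 ± 0.503, adjusted p = 0.00114, n = 3 per group). Tsx (4.22 ± 0.243), the dioxin-inducible Cyp1a1 (3.87 ± 0.129), Gpx2 (3.27 ± 0.351), Mybl1 (3.26 ± 0.15), the guanylate cyclase gene Gucy2c (3.24 ± 0.169) and Gstm3 (3.20 ± 0.157) followed. The largest falls were in carbonic anhydrase 3, Car3 (-5.33 ± 0.172, adjusted p = 2.58e-05), in Ugt2b (-5.21 ± 0.519), in the odorant-binding protein Obp3 (-4.96 ± 1.02), and in Dhrs7l1 (-4.37 ± 0.305) and Nim1k (-3.80 ± 0.305). Serpina3l (-2.94 ± 0.337), Gstp3 (-2.92 ± 0.31), Inmt (-2.65 ± 0.352) and Ust5r (-2.54 ± 0.116) also fell.

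Of 41 cell cycle genes measured, 32 rose and 0 fell (34 rose when adjusted over the list alone), with a median log2 change of 1.07. The S and G2 cyclin Ccna2 (3.19 ± 0.309), the proliferation marker Mki67 (3.15 ± 0.264), the mitotic kinase Cdk1 (2.63 ± 0.224) and Ccnb2 (2.42 ± 0.244) were among them, and Cdkn3 rose too (3.21 ± 0.316). The list passed camera (adjusted p = 5.59e-31, adjusted p = 0.122 with an estimated correlation). Immediate early genes moved with it: 8 of 17 rose and 0 fell (8 and 0 over the list alone), among them Ccn2 (1.71 ± 0.189), Jun (1.48 ± 0.138) and Klf6 (1.41 ± 0.152), with camera at 3.28e-06 and an adjusted p = 0.122 with an estimated correlation. Of 21 p53 targets, 4 rose and 0 fell (4 and 0 over the list alone, camera adjusted p = 0.0025, adjusted p = 0.372 with an estimated correlation), led by Ephx1 (1.07 ± 0.145), Ccng1 (0.95 ± 0.158) and Gadd45a (0.94 ± 0.153). Cdkn1a, the best known target of p53, stayed just under the fold threshold at 0.57 ± 0.125 and was called without corn oil replicate 3 (0.67) or ANIT replicate 3 (0.65), under quantile normalization (0.62) or median centring (0.59) and as the mean of all its probe sets (1.01). Ribosomal protein genes shifted together by little, with a median of 0.292 over 42 genes and 1 called, Rpl3 at 0.74 ± 0.0879 (camera adjusted p = 1.41e-13, adjusted p = 0.372 with an estimated correlation).

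Sterol synthesis rose nearly as a whole: 18 of 20 genes measured were higher and 0 lower, both over all probe sets and over the list alone, with a median of 1.49. The thiolase Acat2 (2.94 ± 0.179), Idi1 (2.43 ± 0.19), squalene epoxidase Sqle (2.42 ± 0.105) and Msmo1 (2.32 ± 0.126) led, and the sterol sensor partner Insig1 (1.59 ± 0.119) rose with them. The test gave an adjusted p = 2.75e-25 by camera and an adjusted p = 0.122 with an estimated correlation. Fatty acid synthesis genes rose in 8 of 17 cases with 0 lower (10 and 0 over the list alone): Fasn (2.76 ± 0.19), the elongase Elovl6 (2.07 ± 0.212), Acacb (1.48 ± 0.161) and the desaturase Fads1 (1.47 ± 0.118), with camera at 8.76e-06 and an adjusted p = 0.372 with an estimated correlation. Fatty acid oxidation and PPAR alpha targets went the other way, with 19 of 25 lower and 0 higher (20 and 0 over the list alone), a median of -0.779 and a camera adjusted p = 2.88e-15 (adjusted p = 0.29 with an estimated correlation). Crot (-1.68 ± 0.142), Ehhadh (-1.55 ± 0.165) and Angptl4 (-1.18 ± 0.0869) were among these falls.

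Bile acid genes did not move as 1 group. Cyp7a1, which encodes the rate-limiting enzyme of the classic pathway, rose by 2.85 ± 0.491 (adjusted p = 0.0114), although its call was lost without corn oil replicate 1 (2.82). Cyp8b1, which sets the share of cholic acid, fell (-1.08 ± 0.198), as did Amacr (-1.46 ± 0.139). The list of 17 bile acid synthesis genes thus had 1 higher and 2 lower, also over the list alone, with a median of -0.293 (camera adjusted p = 0.00231, adjusted p = 0.454 with an estimated correlation). Among 20 hepatocyte transporters, 6 fell and 1 rose (6 and 2 over the list alone): the sterol half-transporters Abcg5 (-2.45 ± 0.193) and Abcg8 (-1.09 ± 0.178) and the bile acid uptake carrier Slc10a1 (-1.34 ± 0.313, adjusted p = 0.0357) were lower, and the basolateral efflux pump Abcc3 was higher (2.70 ± 0.348). The call of Slc10a1 was lost without corn oil replicate 1 (-1.34), 2 (-1.42) or 3 (-1.25) and without ANIT replicate 1 (-1.39). The bile salt export pump Abcb11 had a change of -0.46 ± 0.11, under the fold threshold. The transporter list gave a camera adjusted p = 0.00146 and an adjusted p = 0.372 with an estimated correlation.

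Drug metabolism shifted in both directions. Of 32 cytochrome P450 genes, 4 rose and 11 fell (4 and 13 over the list alone, median -0.243, camera adjusted p = 0.0181, adjusted p = 0.458 with an estimated correlation). Male-specific Cyp2c11 fell by 2.45 ± 0.116 and Cyp3a18 by 1.58 ± 0.124, whereas Cyp1a1 and Cyp1b1 (0.88 ± 0.101) rose. Of 7 AhR targets, 3 rose and 0 fell, over the list alone too (camera adjusted p = 0.00146, adjusted p = 0.359 with an estimated correlation). NRF2 targets were mixed, with 8 of 24 higher and 1 lower by either adjustment: Gpx2, Abcc3, Pgd (1.09 ± 0.105), Hmox1 (0.90 ± 0.116) and Nqo1 (0.82 ± 0.141) rose, but Gclc, the catalytic subunit for glutathione synthesis, fell (-0.72 ± 0.0903). The list passed camera (adjusted p = 0.0025, adjusted p = 0.372 with an estimated correlation), and the call of Nqo1 was lost without corn oil replicate 2 (0.79) or 3 (0.78). Glutathione S-transferases had 3 higher and 2 lower of 21 by either adjustment, with Gstm3 and Gsta3 (2.38 ± 0.369) up and Gstz1 (-0.81 ± 0.0873) down (camera adjusted p = 0.116).

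Of 11 male-predominant genes 8 fell and 0 rose, also over the list alone, with a median of -1.11 (camera adjusted p = 2.98e-07, adjusted p = 0.122 with an estimated correlation). Cyp2c11, Obp3 and Hao2 (-1.41 ± 0.165) were among these, the Obp3 call being lost without corn oil replicate 1 (-4.73), 2 (-5.13) or 3 (-5.04) or ANIT replicate 1 (-4.38). Among 10 female-predominant genes 3 rose, Cyp2c12 (1.13 ± 0.132) and Abcc3 among them, and Sult1e1 (-0.72 ± 0.113) fell (3 higher and 2 lower over the list alone, median -0.0183, mean 0.329, camera adjusted p = 0.423). Amino acid catabolism fell in 11 of 32 genes and rose in 1 (11 and 2 over the list alone, median -0.352, camera adjusted p = 0.000119, adjusted p = 0.454 with an estimated correlation), as in Kynu (-1.44 ± 0.118) and Gnmt (-1.25 ± 0.111).

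Of 33 stellate cell, fibroblast and matrix genes 8 rose and 1 fell, by either adjustment: Timp1 (2.35 ± 0.0736) and Tagln (1.32 ± 0.124) were higher and the stellate retinoid enzyme Lrat was lower (-1.33 ± 0.316, camera adjusted p = 0.000326, adjusted p = 0.467 with an estimated correlation). The Lrat call was lost without corn oil replicate 1 (-1.30), 2 (-1.39) or 3 (-1.29) and without ANIT replicate 1 (-1.13) or 3 (-1.10). The epithelial marker Epcam rose (2.16 ± 0.156), although 2 of 21 cholangiocyte and ductular markers in all were called (3 over the list alone, camera adjusted p = 0.00651, adjusted p = 0.454 with an estimated correlation) and the bile duct keratin Krt19 had 0.86 ± 0.329 (adjusted p = 0.161). Of 20 macrophage markers 3 rose and 1 fell by either adjustment (Lgals3, 1.19 ± 0.131, Gpnmb, 0.83 ± 0.0981, camera adjusted p = 0.0159, adjusted p = 0.513 with an estimated correlation). The other macrophage calls, Cd163 (0.83 ± 0.197) and Cd14 (-0.59 ± 0.108), were each lost in 6 alternatives. None of 12 neutrophil markers was called by limma (median -0.00652, mean 0.0567, camera adjusted p = 0.757). Lymphocyte (19 genes, 1 lower, 2 over the list alone, median -0.11, adjusted p = 0.0271, adjusted p = 0.538 with an estimated correlation), endothelial (16 genes, 2 lower by either adjustment, -0.166, adjusted p = 0.0495, adjusted p = 0.409 with an estimated correlation) and erythroid markers (10 genes, 2 lower by either adjustment, -0.226, adjusted p = 0.0166, adjusted p = 0.364 with an estimated correlation) shifted down by camera, with Stab1 (-0.75 ± 0.108) and Hbb (-1.35 ± 0.124) among the falls, while the call of the lymphocyte gene Gzma was lost in 5 alternatives and that of the endothelial Kdr in 6. Beside these, the median of 17 hepatocyte markers was -0.376 with 0 called by limma (adjusted p = 0.0142, adjusted p = 0.649 with an estimated correlation).

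Other lists did not pass camera in ANIT livers: acute phase proteins (3 higher and 2 lower of 22, 5 and 3 over the list alone, adjusted p = 0.085), ER stress (3 and 3 of 27, adjusted p = 0.428), heat shock (2 and 0 of 15, median -0.233, adjusted p = 0.0987), interferon response (1 and 0 of 22, adjusted p = 0.127), gluconeogenesis (1 and 1 of 12, adjusted p = 0.485), prostaglandin synthesis (0 and 1 of 25, adjusted p = 0.59), circadian clock (2 and 2 of 18, median -0.00882, mean 0.00791, adjusted p = 0.757) and acinar markers (0 and 0 of 13, median 0.017, mean -0.0412, adjusted p = 0.822). Lbp (1.16 ± 0.107), Serpinh1 (1.10 ± 0.149), Psmb9 (1.07 ± 0.116) and Slc2a2 (0.81 ± 0.0864) rose within them, and Serpina3c (-2.34 ± 0.357) and Npas2 (-1.40 ± 0.212) fell. The acute phase gene A2m had 1.98 ± 0.627 and was not called (adjusted p = 0.0973); without ANIT replicate 2 it was called at 2.71. Camera passed 11 lists upward and 10 downward in ANIT livers, and each lost its call when the correlation between genes was estimated. By fry, the hepatocyte (adjusted p = 0.339), cholangiocyte (0.0562), macrophage (0.175) and lymphocyte lists (0.117) among these did not pass. The others passed fry, among them cholesterol synthesis (adjusted p = 0.00131), cell cycle (0.00269), fatty acid oxidation (0.00599) and male-predominant genes (0.00136).

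MDA livers shared the fall of fat oxidation with ANIT, and most macrophage markers measured rose, although neither the fat oxidation list in ANIT livers nor the macrophage list in MDA livers passed camera with an estimated correlation. Sterol synthesis genes did not rise as a list. The retinoic acid hydroxylase Cyp26a1 rose about as much as any gene, and the cholic acid enzyme Cyp8b1 was among the deepest falls.

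The largest rises were in Tsx (3.98 ± 0.142, adjusted p = 1.2e-05, n = 3 per group), Cyp26a1 (3.97 ± 0.247), Lcn2 (3.62 ± 0.129), Cyp1a1 (3.54 ± 0.295), the interferon-inducible Gbp2 (2.92 ± 0.247), Ccn2 (2.84 ± 0.285), the neutrophil attractant Cxcl1 (2.76 ± 0.175), Gpx2 (2.70 ± 0.365), Serpina7 (2.70 ± 0.286) and Abcc3 (2.69 ± 0.118). The largest named falls were in Car3 (-3.88 ± 0.333), Dhrs7l1 (-3.76 ± 0.517), Nim1k (-3.64 ± 0.172), Cyp8b1 (-3.49 ± 0.253), Stac3 (-3.16 ± 0.133), Vipr1 (-2.80 ± 0.153), the steroid hydroxylase Cyp17a1 (-2.80 ± 0.281) and the liver transcription factor Onecut1 (-2.61 ± 0.204).

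Of 20 monocyte and macrophage markers 15 rose and 0 fell, also over the list alone, with a median of 0.941: Gpnmb (2.04 ± 0.184), Aif1 (1.69 ± 0.21), the monocyte attractant Ccl2 (1.45 ± 0.0949) and Lgals3 (1.33 ± 0.0784). Camera gave an adjusted p = 8.26e-11 and an adjusted p = 0.143 with an estimated correlation. Lymphocyte markers rose in 4 of 19 cases with 0 lower, by either adjustment (median 0.319, adjusted p = 0.000109, adjusted p = 0.265 with an estimated correlation), as in Lck (0.69 ± 0.0941), though of the other calls Cd3g lost its own in 5 alternatives, Gzmb in 6 and Il2rb in 2, and 1 of 12 neutrophil markers rose, Il1b (0.90 ± 0.122, list adjusted p = 0.0103, adjusted p = 0.265 with an estimated correlation). Of 22 interferon response genes 6 rose and 0 fell (7 and 0 over the list alone, adjusted p = 0.00318, adjusted p = 0.467 with an estimated correlation): Gbp2, Cxcl10 (1.79 ± 0.27), Psmb9 (1.25 ± 0.186) and Tap1 (1.12 ± 0.194). Of 33 stellate cell and matrix genes 14 rose and 3 fell (15 and 3 over the list alone, adjusted p = 1.77e-05, adjusted p = 0.314 with an estimated correlation); the contractile Tagln rose (2.15 ± 0.117) with Postn (1.85 ± 0.254), and Lrat fell (-1.83 ± 0.255). Cholangiocyte and ductular markers had 3 of 21 higher by either adjustment, Sox4 (1.49 ± 0.167), Epcam (1.10 ± 0.14) and Cd24 (0.88 ± 0.151) (adjusted p = 0.000278, adjusted p = 0.265 with an estimated correlation). Against these rises, hepatocyte markers had a median of -0.3 with 4 of 17 lower (4 lower and 1 higher over the list alone, adjusted p = 0.000366, adjusted p = 0.143 with an estimated correlation), among them Cyp2e1 (-1.23 ± 0.191) and Rbp4 (-0.84 ± 0.0851).

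Metabolic genes fell in several groups. Fatty acid oxidation and PPAR alpha targets had 17 of 25 lower and 0 higher, by either adjustment, with a median of -0.823; this list passed camera (adjusted p = 2.45e-17) and passed again with an estimated correlation (adjusted p = 0.0188). Angptl4 (-1.84 ± 0.135), the fatty acid binding protein Fabp1 (-1.67 ± 0.084), Pdk4 (-1.62 ± 0.141) and Vnn1 (-1.60 ± 0.163) fell. Amino acid catabolism had 18 of 32 lower and 0 higher (20 and 0 over the list alone, adjusted p = 1.02e-13, adjusted p = 0.237 with an estimated correlation), among them histidase Hal (-1.83 ± 0.207), Oat (-1.67 ± 0.165), the transaminase Gpt (-1.27 ± 0.176) and Cbs (-1.14 ± 0.0852). Bile acid synthesis had 5 of 17 lower and 0 higher (6 and 0 over the list alone, adjusted p = 1.8e-05, adjusted p = 0.143 with an estimated correlation), with Cyp8b1, Amacr (-1.38 ± 0.165) and Hsd17b4 (-0.70 ± 0.116) lower, while Cyp7a1 had 0.72 ± 0.592 (adjusted p = 0.536). Gluconeogenesis and glucose handling had 4 of 12 lower by either adjustment (adjusted p = 0.00335, adjusted p = 0.143 with an estimated correlation), led by Slc37a4 (-0.87 ± 0.116) and Pklr (-0.86 ± 0.147), while the calls of Gys2 and Pfkfb1 were each lost in 6 alternatives. Male-predominant genes had 5 of 11 lower by either adjustment (median -0.594, adjusted p = 2.52e-06, adjusted p = 0.1 with an estimated correlation), with Stac3, Cyp2c11 (-1.28 ± 0.148) and Hao2 (-1.06 ± 0.119). Among female-predominant genes 1 rose and 1 fell of 10 (2 and 3 over the list alone, median -0.246, mean 0.00145, camera adjusted p = 0.708).

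Cholesterol synthesis had 0 of 20 genes higher and 2 lower by either adjustment, Hsd17b7 (-1.09 ± 0.152) and Stard4 (-0.74 ± 0.1), with a median of 0.079 and a mean of -0.0343 (adjusted p = 0.972). Fatty acid synthesis had 2 of 17 higher and 3 lower (2 and 4 over the list alone, median 0.127, mean -0.0398, adjusted p = 0.915), with Acacb (0.97 ± 0.135) up and Scd (-1.29 ± 0.197) down. Transporters had 3 of 20 higher and 4 lower by either adjustment (adjusted p = 0.0977): Abcc3, Nr0b2 (1.13 ± 0.207) and Abcc4 (0.79 ± 0.148) rose, and Abcg5 (-0.98 ± 0.158) and Slc10a1 (-0.85 ± 0.117, adjusted p = 0.00309) fell, while Abcb11 had -0.13 ± 0.205. Of 32 cytochrome P450 genes 2 rose and 7 fell (3 and 8 over the list alone, adjusted p = 0.0268, adjusted p = 0.492 with an estimated correlation), with Cyp2c22 up (1.66 ± 0.124).

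Of 24 NRF2 targets 10 rose and 0 fell, by either adjustment (median 0.478, adjusted p = 4.53e-07, adjusted p = 0.143 with an estimated correlation): Ephx1 (1.84 ± 0.121), Akr1b8 (1.33 ± 0.136), Nqo1 (1.02 ± 0.158) and Hmox1 (0.96 ± 0.135), with Gclc at -0.53 ± 0.123, under the fold threshold but called without MDA replicate 2 (-0.66). Glutathione S-transferases had 7 of 21 higher and 3 lower (8 and 3 over the list alone, adjusted p = 0.19), led by Gsta3 (2.43 ± 0.226). AhR targets had 2 of 7 higher (adjusted p = 0.0103, adjusted p = 0.265 with an estimated correlation). Of 41 cell cycle genes 10 rose and 0 fell (13 and 0 over the list alone, median 0.516, adjusted p = 1.45e-10, adjusted p = 0.333 with an estimated correlation), such as Mki67 (1.93 ± 0.394), whose call was lost without ethanol replicate 3 (1.76) or MDA replicate 2 (1.63), and Mcm6 (1.19 ± 0.228); Cdk1 had 0.98 ± 0.282 (adjusted p = 0.0579) and was called without MDA replicate 1 (1.34). Immediate early genes had 7 of 17 higher (8 over the list alone, adjusted p = 0.000356, adjusted p = 0.306 with an estimated correlation), including Egr1 (1.53 ± 0.235) and Klf6 (1.52 ± 0.14). Acute phase proteins had 5 of 22 higher and 2 lower (5 and 3 over the list alone, adjusted p = 0.0182, adjusted p = 0.375 with an estimated correlation), with Orm1 (1.62 ± 0.151) and Lbp (1.56 ± 0.0991) higher. Also shifted up were p53 targets (5 higher and 1 lower of 21 by either adjustment, adjusted p = 0.0342, adjusted p = 0.387 with an estimated correlation), prostaglandin synthesis (5 and 0 of 25, 5 and 1 over the list alone, adjusted p = 0.0151, adjusted p = 0.375 with an estimated correlation), with Hpgds at 0.82 ± 0.11, and ribosomal proteins (1 of 42, median 0.253, adjusted p = 1.21e-08, adjusted p = 0.387 with an estimated correlation). ER stress (2 and 1 of 27, adjusted p = 0.878), heat shock (2 and 0 of 15, adjusted p = 0.238), clock (0 and 4 of 18, adjusted p = 0.352), endothelial (2 and 0 of 16, adjusted p = 0.0576), erythroid (0 and 2 of 10, adjusted p = 0.156) and acinar lists (0 and 1 of 13, adjusted p = 0.851) did not pass. Other list members called in MDA livers but not in several alternatives were Myc (lost in 8), Apoh (7), Lum (6), Rpl3 (6), Racgap1 (5), Hspa1a (5) and Fgf21 (5).

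**Figure D3:**
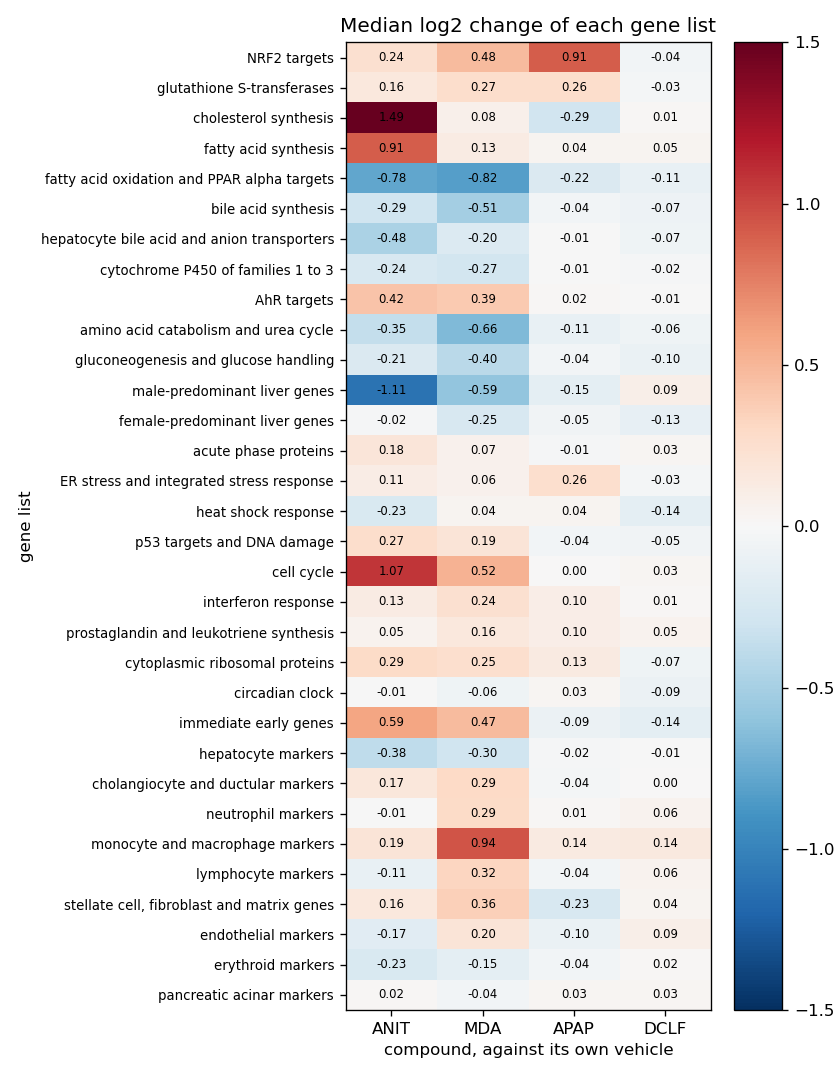
Median log2 change of each of the 32 gene lists under the 4 compounds; cholesterol synthesis reached 1.49 under ANIT and 0.079 under MDA, and NRF2 targets 0.909 under APAP.

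ANIT and MDA livers shared much of their response, and sterol synthesis was the list that differed also with an estimated correlation between genes. Across 14217 genes, which are not independent replicates, the log2 changes of the compounds correlated at r = 0.656 (rho = 0.598). Both called 250 genes higher, where 26.8 were expected from independent calls, and 272 lower, where 20.3 were expected; 5 went in opposite directions. Tested directly, the difference between the effects was called for 361 probe sets (171 higher in ANIT, 190 lower), in 238 genes (101 higher, 137 lower).

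Sterol genes made the clearest block: 17 of 20 rose more under ANIT and 0 less (19 and 0 over the list alone), with a median difference of 1.39. Hsd17b7 (2.68 ± 0.261), Idi1 (2.42 ± 0.332), Acat2 (2.38 ± 0.234) and Msmo1 (2.16 ± 0.166) were the largest. This list passed camera (adjusted p = 6.34e-41) and passed with an estimated correlation (adjusted p = 0.0238). Fatty acid synthesis followed with 5 of 17 (9 over the list alone, adjusted p = 5.04e-11, adjusted p = 0.119 with an estimated correlation), including Fasn (1.90 ± 0.249), Elovl6 (1.69 ± 0.272) and Acss2 (1.37 ± 0.227). Cell cycle genes differed by a median of 0.641 with 3 of 41 called (13 over the list alone, adjusted p = 1.76e-15, adjusted p = 0.199 with an estimated correlation), the calls of Top2a and Mcm4 being lost in 10 alternatives each and that of Ube2c in 8, and amino acid catabolism by 0.251 with 3 of 32 called (4 over the list alone, adjusted p = 0.000108, adjusted p = 0.362 with an estimated correlation), as in Tat (1.56 ± 0.177). Single genes higher under ANIT were Cyp17a1 (3.23 ± 0.384), Mybl1 (2.86 ± 0.392), Cyp8b1 (2.41 ± 0.359), Onecut1 (2.32 ± 0.308) and Vipr1 (2.03 ± 0.25). The difference for Cyp7a1 was 2.13 ± 0.875 (adjusted p = 0.352) and for Cdk1 1.65 ± 0.404 (adjusted p = 0.0776), so neither was shown to differ.

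On the other side, Ugt2b (-4.88 ± 0.591), Cyp26a1 (-4.50 ± 0.328), Serpina7 (-4.38 ± 0.453), Gbp2 (-3.11 ± 0.491), Tnfsf10 (-2.73 ± 0.346), Cyp26b1 (-2.42 ± 0.373) and Mest (-2.37 ± 0.323) lay lower under ANIT. Macrophage markers differed by a median of -0.655 (2 of 20 called, 9 over the list alone, adjusted p = 9.76e-09, adjusted p = 0.155 with an estimated correlation), lymphocyte markers by -0.424 (3 of 19, 7 over the list alone, adjusted p = 3.97e-10, adjusted p = 0.119 with an estimated correlation) and endothelial markers by -0.307 (3 of 16, 4 over the list alone, adjusted p = 7.9e-06, adjusted p = 0.155 with an estimated correlation), as in the vascular receptor Tie1 (-1.01 ± 0.126). Of the called members of these lists Tie1 lost its call in 0 alternatives and Lck in 1, while Adgre1 lost it in 10, Gpnmb in 8, Gzmb in 9, Il2rb in 8, Stab1 in 9 and Pecam1 in 7. Of the male-predominant genes, Cyp2c11 fell further under ANIT (-1.17 ± 0.201, a call lost without corn oil replicate 1 at -1.07) and Stac3 fell less (1.86 ± 0.317), so that list had 1 higher and 1 lower of 11 (1 and 5 over the list alone, median -0.505, adjusted p = 0.0302, adjusted p = 0.199 with an estimated correlation). NRF2 targets (1 of 24 lower, 5 over the list alone, median -0.199, adjusted p = 0.0302, adjusted p = 0.362 with an estimated correlation) and matrix genes (2 of 33 lower, 4 over the list alone, median -0.2, adjusted p = 0.0302, adjusted p = 0.624 with an estimated correlation) also leaned towards MDA, the matrix calls Tagln and Tgfb1 being lost in 11 and 7 alternatives, as did heat shock genes (0 of 15 called by limma, 1 lower over the list alone, median -0.204, adjusted p = 0.00166, adjusted p = 0.199 with an estimated correlation), transporters (2 of 20 lower, 3 over the list alone, median -0.181, adjusted p = 0.0302, adjusted p = 0.297 with an estimated correlation) and prostaglandin synthesis (0 of 25 called by limma, 1 lower over the list alone, median -0.176, adjusted p = 0.0302, adjusted p = 0.297 with an estimated correlation). Bile acid synthesis (1 of 17 higher, also over the list alone, median 0.152, adjusted p = 0.0302, adjusted p = 0.362 with an estimated correlation) and gluconeogenesis (1 of 12 higher, also over the list alone, median 0.22, adjusted p = 0.0414, adjusted p = 0.199 with an estimated correlation) leaned towards ANIT. The gluconeogenesis call, Pfkfb1, was lost in 10 alternatives, and the transporter calls Abcg5 and Abcg8 were lost in 5 each. The count of 361 went down to 150 without corn oil replicate 1 of the ANIT study, to 203, 214, 217 and 206 without 4 other single vehicle samples, and up to 381.

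**Figure D4:**
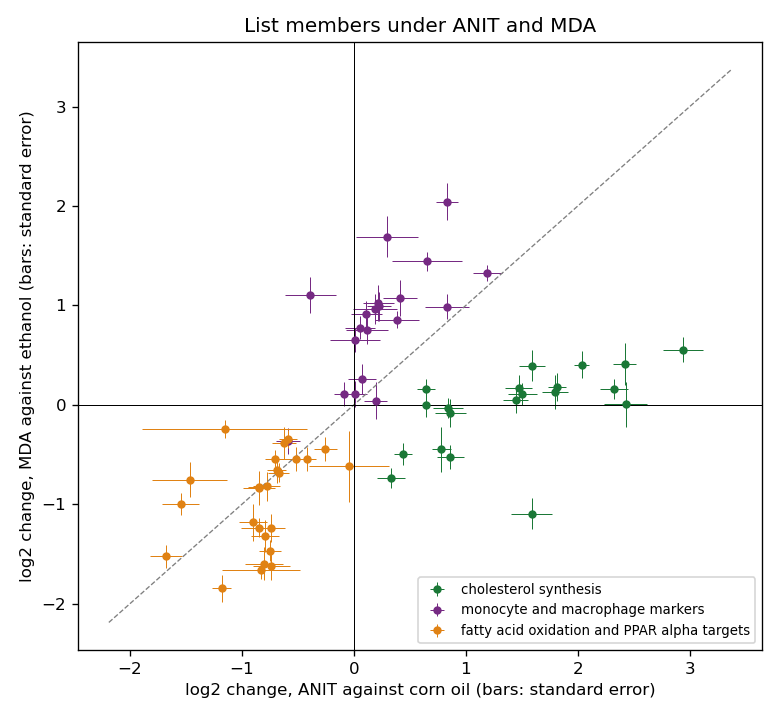
Log2 changes with standard errors under ANIT and MDA for members of 3 lists; the median difference was 1.39 for cholesterol synthesis and -0.655 for macrophage markers, n = 3 per group.

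In APAP livers NRF2 targets rose as a list, also with an estimated correlation between genes. Genes called lower included globin and the matrix enzyme lysyl oxidase. Limma called 0 genes of the cell cycle, acute phase, macrophage and neutrophil lists.

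Of 24 NRF2 targets 11 rose and 0 fell (16 and 0 over the list alone); all 24 had a positive change, with a median of 0.909. The list passed camera (adjusted p = 2.61e-30) and also passed with an estimated correlation (adjusted p = 0.0101). The efflux pumps Abcc3 (2.87 ± 0.0932, adjusted p = 2.41e-05, n = 3 per group) and Abcc4 (1.62 ± 0.109), the aflatoxin aldehyde reductase Akr7a3 (2.58 ± 0.0725), the quinone reductase Nqo1 (1.60 ± 0.0945), the glutathione synthesis subunits Gclm (1.02 ± 0.103) and Gclc (0.96 ± 0.126), and Gsr (0.82 ± 0.112) rose, whereas Hmox1 had 0.93 ± 0.223 (adjusted p = 0.211). The call of Gclc was lost without corn oil replicate 2 (0.93) or any of APAP replicates 1 (0.93), 2 (0.99) and 3 (0.94). Glutathione S-transferases had 4 of 21 higher and 0 lower (6 and 0 over the list alone, adjusted p = 1.71e-07, adjusted p = 0.248 with an estimated correlation): Gsta3 showed the largest rise of all (4.35 ± 0.173, adjusted p = 7.95e-05), followed by Gstp1 (1.86 ± 0.248), Mgst2 (0.97 ± 0.107) and Gstm1 (0.83 ± 0.112). Of these, Gstm1 lost its call in each of the 6 leave-outs (0.73 to 0.91), Gstp1 without corn oil replicates 1 (1.88), 2 (1.76) and 3 (1.93) and APAP replicates 2 (2.07) and 3 (1.95), and Mgst2 without corn oil replicate 2 (0.97) and APAP replicates 1 (0.97), 2 (0.97) and 3 (0.98). Asparagine synthetase Asns (2.60 ± 0.209), the serine pathway enzymes Phgdh (2.54 ± 0.165) and Psat1 (2.11 ± 0.171), Pir (1.94 ± 0.164) and Cryl1 (1.72 ± 0.0857) completed the leading rises. Through Asns and Psat1, 2 of 27 ER stress and integrated stress response genes were called higher (3 over the list alone, adjusted p = 1.51e-07, adjusted p = 0.388 with an estimated correlation).

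The balance of rises and falls depended on the processing: against 43 higher and 22 lower, sample weights gave 57 and 51, an unadjusted p 129 and 118, and single leave-outs from 21 and 3 (without corn oil replicate 2) to 42 and 39 (without corn oil replicate 3). Beta-globin Hbb (-2.66 ± 0.31, adjusted p = 0.0227), Cyp17a1 (-2.49 ± 0.332, adjusted p = 0.041), Lox (-2.38 ± 0.174, adjusted p = 0.00229) and Cav2 (-1.74 ± 0.2, adjusted p = 0.0211) were lower, and of these Lox kept its call whichever sample was left out. Hbb and Cyp17a1 lost theirs without corn oil replicate 1 (-2.43 and -2.59), corn oil replicate 2 (-2.62 and -2.71), APAP replicate 1 (-2.57 and -2.42) or APAP replicate 2 (-2.46 and -2.25); Cav2 lost its own without corn oil replicate 2 (-1.72), APAP replicate 1 (-1.69) or APAP replicate 2 (-1.60). Cholesterol synthesis shifted down by a median of -0.292 (1 of 20 called, 5 over the list alone, adjusted p = 1.82e-09, adjusted p = 0.0467 with an estimated correlation); the member called was Cyp51 (-0.61 ± 0.0864, adjusted p = 0.0488), which lost its call in each of the 6 leave-outs (-0.67 to -0.55). Of the amino acid genes, Oat lost its call in each of the 6 leave-outs (-1.18 to -0.95) and Sds without corn oil replicates 1 (-0.85) and 2 (-0.92) and APAP replicate 2 (-0.93). Fatty acid oxidation (0 of 25 called by limma, 1 over the list alone, median -0.22, adjusted p = 9.89e-08, adjusted p = 0.388 with an estimated correlation), amino acid catabolism (2 of 32 lower by either adjustment, Oat at -1.08 ± 0.15 and Sds at -0.88 ± 0.0987, adjusted p = 3.19e-05, adjusted p = 0.248 with an estimated correlation), male-predominant genes (0 of 11 called by limma, 3 over the list alone, median -0.151, adjusted p = 0.000932, adjusted p = 0.428 with an estimated correlation) and matrix genes (1 of 33 lower by either adjustment, median -0.235, adjusted p = 4.31e-07, adjusted p = 0.406 with an estimated correlation) also shifted down by camera. Ribosomal proteins (0 of 42 called by limma, median 0.134, adjusted p = 1.71e-07, adjusted p = 0.628 with an estimated correlation) and prostaglandin synthesis (0 of 25 called by limma, 1 over the list alone, median 0.0953, adjusted p = 0.0483, adjusted p = 0.406 with an estimated correlation) shifted up.

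Cyp7a1 (-0.75 ± 0.489), Cyp1a1 (0.26 ± 0.139), Cyp2c11 (-0.49 ± 0.191), A2m (-0.34 ± 0.332), Krt19 (-0.15 ± 0.145), Cdk1 (0.29 ± 0.125), Cdkn1a (-0.82 ± 0.243), Slc10a1 (0.08 ± 0.14) and Abcb11 (-0.05 ± 0.079) were not called in APAP livers. Neither the transporters (2 of 20 higher, 4 over the list alone, median -0.00988, mean 0.268, adjusted p = 0.349), nor the female-predominant genes (1 of 10 higher, median -0.0496, mean 0.157, adjusted p = 0.929), nor the cell cycle genes (median 0.00233, mean -0.0193, adjusted p = 0.429) passed camera, and their medians and means had opposite signs. The count of 65 became 30 without corn oil replicate 1, 24 without corn oil replicate 2, 81 without corn oil replicate 3, and 29, 31 and 60 without APAP replicates 1, 2 and 3; the methods' t-test at the unadjusted threshold called 117 probe sets and, adjusted, 1.

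The APAP response overlapped in part with those of ANIT and MDA. Across genes, which are not independent replicates, its log2 changes correlated with those of ANIT at 0.149 and of MDA at 0.204. ANIT and APAP called 9 genes higher together (1.31 expected) and 3 lower (0.405 expected), and MDA and APAP 13 higher (1.67 expected) and 6 lower (0.507 expected). Genes called in opposite directions numbered 2 for ANIT and APAP and 1 for MDA and APAP. The genes called the same way in ANIT, MDA and APAP numbered 8, of which 5 rose: Abcc3, Gsta3, Nqo1, Asns and Atp5if1 (0.61, 0.68 and 0.94). The ANIT call of Asns was lost without corn oil replicate 2 (1.12) or 3 (0.85) or ANIT replicate 1 (0.84). That of Nqo1 was lost without corn oil replicate 2 or 3. Leave-outs are not given here for Atp5if1, so the stability of its calls is not shown. Hbb, Oat and the chemokine Cxcl12 (-1.25, -1.19 and -0.78) fell in ANIT, MDA and APAP livers. However, in APAP livers Oat and Cxcl12 lost their calls in every leave-out of 1 sample. Hbb lost its own there in 4 of 6 (without corn oil replicate 1 at -2.43 or 2 at -2.62 or APAP replicate 1 at -2.57 or 2 at -2.46). In ANIT livers Oat lost its call without corn oil replicate 2 (-1.04) or 3 (-0.95) or ANIT replicate 1 (-0.92).

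DCLF livers gave no called transcript in the main test. A few were called under other settings: 11 with the trended robust prior (10 lower) and 5 with all 8 groups in a single model (4 lower). Removal of dim probe sets gave 3 and both vehicles as controls 2, all lower. Quantile normalization, median centring and sample weights gave 0. In the main test the values were as follows. Limma called 0 probe sets, with 3885 at an unadjusted p under 0.05 where chance gives 1552, and a smallest adjusted p of 0.0657; the methods' t-test called 32 probe sets unadjusted and 0 adjusted. DCLF and water samples did not overlap in 31.6% of probe sets, where chance gives 20% with 3 animals against 2. Probe sets are not independent, so neither excess over chance, nor those for corn oil against water below, shows an effect by itself. Hybridisation controls, which are not liver transcripts, were also lower in the DCLF arrays than in the water arrays (mean log2 difference -0.338 ± 0.076). The genes with the smallest p were Slc35c2 (-1.21 ± 0.115, adjusted p = 0.083), the prolactin receptor Prlr (-1.49 ± 0.16, adjusted p = 0.107), Mtmr1 (-0.74 ± 0.0897), Serpinb9b (-1.45 ± 0.179) and Arsb (0.76 ± 0.0996). Slc35c2 also had a low value in corn oil against the same 2 water samples (-1.05 ± 0.133, adjusted p = 0.517). Nqo1 (-0.14 ± 0.119), Gclc (-0.14 ± 0.0796), Hmox1 (0.22 ± 0.246), Cyp7a1 (0.28 ± 0.501), A2m (0.62 ± 0.216) and Cyp2c11 (0.11 ± 0.122) were not called. Of the 32 lists 1 passed camera, macrophage markers, with 0 of 20 called by limma, 18 positive and a median of 0.141 (adjusted p = 0.0081, adjusted p = 0.72 with an estimated correlation). NRF2 targets had a median of -0.0445 and a mean of 0.0124 (adjusted p = 0.454). Changes under DCLF correlated across genes, which are not independent replicates, at 0.113 with ANIT, 0.201 with MDA and 0.0037 with APAP.

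Between APAP and DCLF limma called 22 probe sets in 19 genes, with 22 higher and 0 lower under APAP, although several alternatives also called lower ones (8 with all 8 groups in a single model): Gsta3 (4.77 ± 0.426, adjusted p = 0.00133), Phgdh (2.89 ± 0.298), Abcc3 (2.75 ± 0.192), Akr7a3 (2.34 ± 0.205), Psat1 (2.33 ± 0.281), Abcc4 (1.95 ± 0.2), Nqo1 (1.74 ± 0.157) and Cryl1 (1.53 ± 0.15) led. The Psat1 call was lost without water replicate 2 (2.14) or APAP replicate 1 (2.32), and those of Gclc, Slc17a3, Mgst2 and Ugdh were lost in 12, 8, 6 and 6 alternatives. Of 24 NRF2 targets 5 were called (14 over the list alone), with a median difference of 0.935; the list passed camera (adjusted p = 2.46e-19) and passed with an estimated correlation (adjusted p = 0.00442). Glutathione S-transferases (2 of 21, 5 over the list alone, adjusted p = 7.46e-05, adjusted p = 0.392 with an estimated correlation), ER stress genes (1 of 27, 2 over the list alone, adjusted p = 0.000326, adjusted p = 0.448 with an estimated correlation) and ribosomal proteins (median 0.218, adjusted p = 1.22e-06, adjusted p = 0.481 with an estimated correlation) shifted the same way. Another 11 lists shifted down under APAP by camera with 0 members called by limma: cholesterol synthesis (1 higher and 7 lower over the list alone, median -0.199, adjusted p = 3.19e-05, adjusted p = 0.347 with an estimated correlation), matrix genes (median -0.228, adjusted p = 8.65e-06, adjusted p = 0.448 with an estimated correlation), male-predominant genes (median -0.315, adjusted p = 0.00156, adjusted p = 0.448 with an estimated correlation), fatty acid oxidation (median -0.111, adjusted p = 0.00785, adjusted p = 0.448 with an estimated correlation), and more weakly erythroid, lymphocyte, endothelial and hepatocyte markers, cytochrome P450, acute phase and amino acid genes (adjusted p 0.0176 to 0.046, adjusted p = 0.448 to 0.695 with an estimated correlation). Hmox1 had 0.71 ± 0.377 (adjusted p = 0.467). The count of 22 became 8 without water replicate 2, 9 without APAP replicate 1, 12 without corn oil replicate 2 and 13 without DCLF replicate 3.

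**Figure D5:**
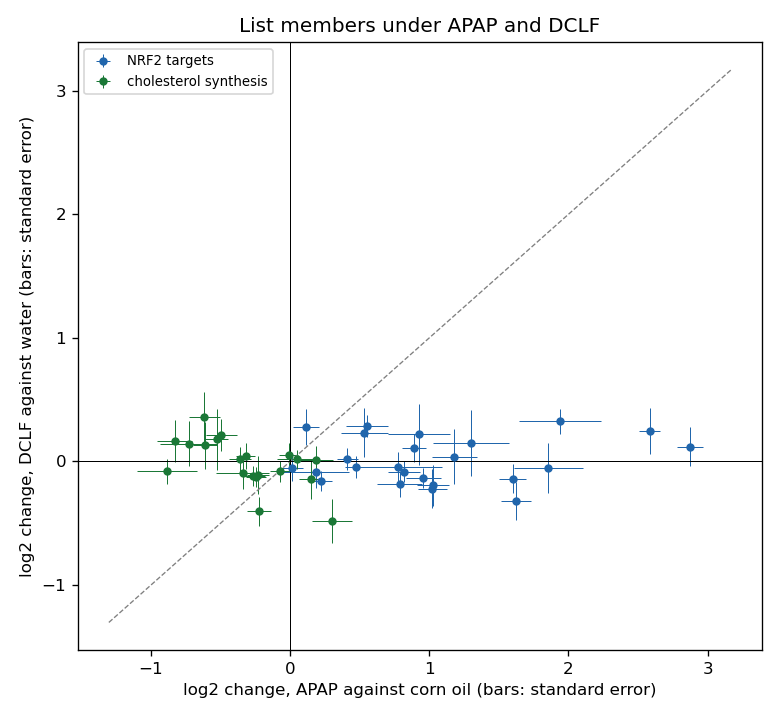
Log2 changes with standard errors under APAP and DCLF for NRF2 targets, whose median difference was 0.935, and cholesterol synthesis genes; n = 3 per group, 2 for water.

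Corn oil against water within the same study gave a background for these counts. Limma called 0 probe sets, with 2107 at an unadjusted p under 0.05 and a smallest adjusted p of 0.508, and the methods' t-test called 10 unadjusted and 0 adjusted; 24.5% of probe sets did not overlap, where chance gives 20%. Gadd45g (-1.02 ± 0.119), Cxcl1 (-0.90 ± 0.109), Maoa (0.65 ± 0.0803) and Znrf3 (-0.64 ± 0.0757) had the smallest p, with an adjusted p = 0.508 each. Cholesterol synthesis (median 0.0994, adjusted p = 0.0402, adjusted p = 0.769 with an estimated correlation) and fatty acid synthesis (median 0.0817, adjusted p = 0.0498, adjusted p = 0.971 with an estimated correlation) shifted slightly up by camera.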

Values the study reported

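The study reported microarray genes at a fold change over 1.5 and a p under 0.01. For ANIT it reported 1014 such genes (507 higher, 507 lower), for MDA 1081 (569 higher, 512 lower), for APAP 92 (54 higher, 38 lower) and for DCLF 16 (3 higher, 13 lower). The microarray fold changes it reported ran from 41 to -40.2 for ANIT, from 15.7 to -15.1 for MDA and from 20.3 to -6.3 for APAP.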

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

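Of the tests in this part, the comparison of clock genes, the shares of the globin falls kept in leave-outs, the levels of sensory receptor genes and the model with hybridisation controls as a covariate were chosen after the results they bear on had been seen; the platelet list was chosen after the data had been seen too, with its bound set before its own values were looked at. Tests of the difference between effects called 361 probe sets for ANIT against MDA and 22 for APAP against DCLF, and the lists that differed with an estimated correlation between genes were cholesterol synthesis (median difference 1.39) and NRF2 targets (median difference 0.935). Hybridisation controls, which are not liver transcripts, were lower in the MDA arrays than in the ethanol arrays (mean log2 difference -0.435 ± 0.12) and lower in the DCLF arrays than in the water arrays (-0.338 ± 0.076), with all 18 controls lower also in ANIT arrays (-0.183 ± 0.089) and in corn oil against water (-0.243 ± 0.1), and the APAP effect lay above the DCLF effect (0.309 ± 0.12). With groups of 3 there are 10 splits of the samples, too few for a share under 0.05; the real split was the 1 split with as many calls in each case. Its value was 1671 for ANIT (highest other 13), 2179 for MDA (highest other 0), 65 for APAP (highest other 2) and 361 for ANIT against MDA (highest other 0).

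Sterol synthesis genes and Cyp7a1 rose in ANIT livers, while in MDA livers 0 of 20 sterol genes were higher and 2 lower by limma and Cyp7a1 was not called; the difference itself was called for 17 of the sterol genes and not for Cyp7a1. A single ANIT sample carrying the rise is argued against by the leave-outs, in which at least 18 of the 20 genes were called whichever ANIT sample was removed. Unusually low corn oil samples in that study are argued against as well, since their median over the list lay -0.195 from the mean of the other vehicles (-0.261 to -0.116 over single samples), against a rise of 1.49. A different time of day at necropsy could not be told apart from an effect of ANIT: the mean absolute change of 7 clock genes was 0.532 (0.402 to 0.66 over leave-outs), with Npas2 called (-1.40 ± 0.212) and Bmal1 not (-0.96 ± 0.259, adjusted p = 0.059). Compound, vehicle and study also differ together between ANIT and MDA, and no biological explanation was tested.

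Globin transcripts were lower in ANIT, MDA and APAP livers, with 7 globin probe sets called in ANIT (-2.00 to -0.84) and MDA (-1.04 to -0.62), and the fall was weighed in APAP alone: there Hbb changed by -2.66 ± 0.31, with 2 further globin probe sets called (-2.62 ± 0.23 and -1.77 ± 0.201), while 4 others were not (-4.20 ± 0.816, adjusted p = 0.128, -3.90 ± 0.683, adjusted p = 0.0931, -3.48 ± 0.597, adjusted p = 0.0894, and Hba-a3, -0.62 ± 0.123, adjusted p = 0.139), nor was Alas2, the erythroid haem enzyme (-1.62 ± 0.241, adjusted p = 0.0594), and the list of 10 erythroid markers did not pass camera (1 lower, 2 over the list alone, median -0.041, mean -0.412, adjusted p = 0.0872). The test set beforehand asked whether Hbb stayed called whichever sample was left out, and it did in 2 of 6: without corn oil replicate 3 (adjusted p = 0.00893) and without APAP replicate 3 (adjusted p = 0.0188), but not without corn oil replicate 1 (0.0735) or 2 (0.115) or APAP replicate 1 (0.119) or 2 (0.1), so the outcome set as a sign of a single corn oil sample carrying the fall did occur. The log2 change itself kept at least 0.822 of its size in each of the 8 globin and Alas2 probe sets whichever corn oil sample was left out (least in Hba-a3, -0.51 ± 0.118 without corn oil replicate 1, against -0.62 ± 0.123), which argues against 1 corn oil sample carrying the fall; the calls of Hbb ended as the adjusted p rose with 5 samples (log2 change -2.43 ± 0.308 without corn oil replicate 1). Less blood left in the APAP samples stays open as a possible explanation. The median change of 8 platelet genes was 0.0344. The bound set beforehand was a median above -0.3 for those brighter than the median probe set (8.99). This bound was met at 0.146, but by 2 genes, Pf4 (level 9.22, change 0.27 ± 0.28) and Itga2b (9.92, 0.02 ± 0.0705). Their levels were compared with 29 sensory receptor genes taken as silent in liver. Of these receptor genes, 6.9% lay at or above the level of Itga2b and 10.3% at or above that of Pf4. Itga2b alone exceeded the 95% level of the receptor genes (9.80), and by little. A low signal might therefore hide a fall in either platelet gene. No biological explanation was tested.

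The lower hybridisation controls in MDA arrays (11.09 to 11.31, against 11.49 to 11.87 in ethanol) raised the question whether an array difference carried the MDA calls. With the mean control value as a covariate over all 8 groups, 2076 probe sets were called for MDA against 2263 without it, a ratio of 0.917, and 1494 were called both ways. The covariate itself had an adjusted p under 0.05 for 0 probe sets by limma. APAP against DCLF had 48 calls with it (36 higher, 12 lower, 16 of them among the 22) against 58 without it. ANIT against MDA, where the controls differed by 0.252 ± 0.15, had 368 calls with it (239 of them among the 361) against 502 without it. A part of the array difference in the calls of these 2 comparisons stays open. The MDA log2 changes with and without the covariate correlated at 0.921 across probe sets, which are not independent replicates, with a slope of 1.05. Taken as a set, the MDA changes were thus not smaller with the covariate. The covariate had no detected effect on any probe set, and a similar count does not mean that the same probe sets were called. The fit therefore cannot tell how much of the MDA calls the array difference carried. The log2 difference of 3' and 5' actin signal, a measure of RNA integrity, was 1.14 ± 0.13 (SD) in MDA and 1 ± 0.063 in ethanol, with 3 samples each. For GAPDH it was 0.895 ± 0.1 in MDA and 0.858 ± 0.048 in ethanol. In ANIT it was 0.858 ± 0.083 for actin and 0.665 ± 0.039 for GAPDH. The corn oil group of ANIT had 0.92 ± 0.053 and 0.78 ± 0.046. The GAPDH values of ANIT and its corn oil samples did not overlap, and whether this bears on the ANIT calls was not tested. No biological explanation was tested.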

How the results depend on the processing

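The covariate for hybridisation controls was added after the data had been seen; the other alternatives were fixed before the data were examined, and for every shift below the cause was not tested unless the setting itself is a threshold. A count is described as moved when it left the range of 1.5 times its value, and a gene or list called in neither setting is counted as moved when its sign changed. Without a fold limit ANIT had 3050 probe sets and MDA 4023; with a fold change over 2 the counts were 568 for ANIT, 641 for MDA, 33 for APAP and 197 for ANIT against MDA. The methods' t-test called 222, 372 and 1 for ANIT, MDA and APAP when adjusted, and 117, 32 and 10 for APAP, DCLF and corn oil against water when not. An unadjusted limma p under 0.01 with the fold limit gave 247 for APAP, 140 for DCLF, 35 for corn oil against water, 938 for ANIT against MDA and 429 for APAP against DCLF. All 8 groups in a single model gave 125 for APAP, 5 for DCLF and 58 for APAP against DCLF. Sample weights gave 108 for APAP and 611 for ANIT against MDA, removal of dim probe sets 3 for DCLF and 35 for APAP against DCLF, and the trended robust prior 11 for DCLF. Both vehicles as controls gave 146 for APAP and 2 for DCLF, and the added covariate 122 for APAP. For ANIT and MDA the other settings gave 1149 to 1830 and 1460 to 2405. For APAP against DCLF limma on the deposited values called 0 probe sets lower, but several settings did: quantile normalization 2 of 16 (87.5% higher), all 8 groups in a single model 8, the added covariate 12 of 48 (75% higher), sample weights 3, removal of dim probe sets 3, the trended robust prior 2, median centring 1 and the unadjusted p 115, as well as the leave-outs of water replicate 1 (6), corn oil replicate 3 (4), APAP replicate 3 (6) and DCLF replicates 1 and 3 (1 each).

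With an estimated correlation the lists passing were 0 for ANIT, 1 for MDA, 2 for APAP, 0 for DCLF, 0 for corn oil against water, 1 for ANIT against MDA and 1 for APAP against DCLF. Fry passed 3 for APAP, 0 for DCLF, 0 for corn oil against water, 6 for ANIT against MDA and 2 for APAP against DCLF, and the mean of all probe sets of a gene 3 for DCLF. The fry counts for ANIT and MDA were not moved. In MDA livers the cytochrome P450 (adjusted p = 0.125) and interferon lists (0.132) passed camera but not fry. The other lists that passed camera there also passed fry, among them macrophage markers (adjusted p = 0.00299) and fatty acid oxidation (0.000112). In MDA livers fry moved the female-predominant list up (adjusted p = 0.0254) where camera pointed down without passing. With dim probe sets left out, the correlation of ANIT and APAP across genes, which are not independent replicates, was 0.174, and the first component held 41.8% over all samples, 47.6% in the ANIT and MDA set and 28.5% in the APAP and DCLF set.

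Leaving out each sample in turn, the largest rise ran from 4.68 to 5.79 for ANIT and 3.83 to 4.26 for MDA, and the largest fall from -6.36 to -5.23 for ANIT, -4.30 to -3.89 for MDA and -5.29 to -2.41 for APAP. Counts ran from 24 (without corn oil replicate 2) to 81 for APAP, 0 to 3 for DCLF, 0 to 1 for corn oil against water, 150 (without corn oil replicate 1) to 381 for ANIT against MDA and 8 (without water replicate 2) to 27 for APAP against DCLF. Lists passing ran from 9 to 16 for APAP, 0 to 8 for DCLF, 0 to 7 for corn oil against water and 9 to 15 for APAP against DCLF. Correlations ran from 0.625 to 0.67 for ANIT and MDA, 0.112 to 0.157 for ANIT and APAP, 0.0534 to 0.152 for ANIT and DCLF, 0.153 to 0.234 for MDA and APAP, 0.134 to 0.242 for MDA and DCLF and -0.0563 to 0.0603 for APAP and DCLF. Of the named genes, 29 of 104 for ANIT, 34 of 119 for MDA, 15 of 36 for APAP, 26 of 60 for ANIT against MDA and 5 of 22 for APAP against DCLF lost their call in at least 1 alternative, and 0 called genes changed sign.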

Other observations

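The lists in this part, retinoid metabolism, serine synthesis with the amino acid response, UDP-glucuronosyltransferases and platelet markers, were chosen after the data had been seen, so they describe and do not test. Of 18 retinoid genes measured, 3 rose and 5 fell in MDA livers: the retinoic acid hydroxylases Cyp26a1 (3.97 ± 0.247) and Cyp26b1 (2.34 ± 0.315) and the retinal dehydrogenase Aldh1a1 (1.25 ± 0.106) were higher, and the storage enzyme Lrat (-1.83 ± 0.255), Rdh16 (-1.54 ± 0.281), Rdh10 (-0.94 ± 0.146), Rdh7 (-0.87 ± 0.0875) and the carrier Rbp4 (-0.84 ± 0.0851) were lower. In ANIT livers 2 rose and 5 fell, with Lrat, Rdh16 (-0.85 ± 0.152), Rdh10 (-0.85 ± 0.0773) and Rdh7 (-0.74 ± 0.0918) again lower, while Cyp26a1 had -0.53 ± 0.158 (adjusted p = 0.0797). The difference between the effects was called for Cyp26a1 (-4.50 ± 0.328), Cyp26b1 (-2.42 ± 0.373), Aldh1a1 (-1.37 ± 0.243) and Dhrs3 (-0.68 ± 0.142, adjusted p = 0.0407), and in the other direction for Stra6l (1.05 ± 0.19, adjusted p = 0.0215). The Aldh1a1 call was lost without corn oil replicate 1 (-1.31) or 3 (-1.27) or ethanol replicate 2 (-1.35) or 3 (-1.29), that of Stra6l without corn oil replicate 1 (0.99) or 2 (1.03) or ethanol replicate 3 (0.97), and that of Dhrs3 in every leave-out except those of ethanol replicate 3 and MDA replicate 3 (-0.74 to -0.59 where lost, the extremes without corn oil replicate 2 and MDA replicate 2). The ANIT call of Lrat was lost without corn oil replicate 1 (-1.30), 2 (-1.39) or 3 (-1.29) or ANIT replicate 1 (-1.13) or 3 (-1.10). Cyp26a1 and Cyp26b1 are induced by retinoic acid itself, and the amount of retinoic acid was not measured.

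In APAP livers 6 of 19 genes of serine synthesis and the amino acid response rose and 0 fell: Asns (2.60 ± 0.209), Phgdh (2.54 ± 0.165), Psat1 (2.11 ± 0.171), Ddit4 (1.13 ± 0.138), the glycine transporter Slc6a9 (0.77 ± 0.0918) and the mitochondrial Pck2 (0.75 ± 0.075). Of these, Ddit4 lost its call without corn oil replicates 1 (1.08), 2 (1.22) or 3 (1.08) or APAP replicates 1 (1.15) or 2 (0.99), Slc6a9 without corn oil replicates 1 (0.81), 2 (0.74) or 3 (0.75) or APAP replicates 1 (0.74) or 3 (0.71), and Pck2 without corn oil replicates 1 (0.73) or 2 (0.74) or APAP replicate 1 (0.74). In MDA livers 3 rose, among them Asns (1.5 ± 0.154) and Phgdh (1.44 ± 0.247), and in ANIT livers 2 rose, Asns (1.08 ± 0.254, a call lost without corn oil replicate 2 at 1.12 or 3 at 0.85 or ANIT replicate 1 at 0.84) and Psat1 (0.94 ± 0.129). Glucuronidation genes rose too, 3 of 9 in APAP livers: Ugt2b1 (1.37 ± 0.114), Ugdh (1.12 ± 0.11) and Ugt2b34l1 (1.08 ± 0.119), with the Ugdh call lost without corn oil replicates 1 (1.11) or 2 (1.08) or APAP replicate 1 (1.09) and the Ugt2b34l1 call without corn oil replicate 1 (1.05) or APAP replicates 1 (1.06) or 2 (1.01). In ANIT livers Ugt2b1 (1.55 ± 0.179) and Ugt2b34l1 (1.77 ± 0.211) rose while Ugt2b fell (-5.21 ± 0.519), and in MDA livers limma called 0 of 9. Limma called 0 of the 8 platelet genes in each comparison.

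The neutrophil attractant Cxcl1 rose in ANIT livers (2.66 ± 0.15) as in MDA livers (2.76 ± 0.175), but 0 of 12 neutrophil markers were called by limma in ANIT livers and 1 in MDA livers. Cxcl10 was called in MDA livers (1.79 ± 0.27) and had -0.18 ± 0.278 in ANIT livers; the difference between the effects was -1.98 ± 0.434 (adjusted p = 0.0495), a call that was lost under 12 of its alternatives.

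The vehicle group of the ANIT study stood apart from the other vehicles. In comparisons made after the data had been seen, corn oil at 5 ml/kg differed from corn oil at 2 ml/kg in 69 probe sets, from ethanol in 107 and from water in 116 by limma, while the other 3 pairs of vehicles gave 0 (2235, 2107 and 2423 at an unadjusted p under 0.05). Dose volume and study vary together in the first 3 pairs, so their parts were not tested.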
